A study of Mus musculus with 32 samples.

How the data were processed

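Bulk RNA sequencing was performed on 32 tumours grown from KPC36 cells in mice. KPC lines are derived from pancreatic tumours of mice; the labels name the line and do not give its genotype. The treatment label of each library placed it in 1 of 4 groups of 8, which were the tumours treated with carbon ions, the untreated controls of the carbon-ion arm, the tumours treated with photons and the untreated controls of the photon arm. Replicate numbers within a group follow the order of deposition and pair no libraries. The design text states that tumours were collected at days 4 and 7 after treatment, but the day of a given library was not part of the labels used here, so no comparison by day was made, and how the days are spread over the libraries of each group is not known here. Library titles start with the letter D or M, whose meaning is not stated. The letter D occurs in 4 carbon-ion controls and 3 carbon-ion irradiated libraries, and in no photon library. The numbers in the titles run from 19 to 48 in the photon controls and from 95 to 124 in the photon-irradiated libraries, so these do not overlap. With M titles, they run from 7 to 35 in the carbon-ion controls and from 1 to 29 in the carbon-ion irradiated libraries. These ranges overlap that of the photon controls in part.

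Per the labels' protocols, RNA was extracted from tumour tissue kept in RNAlater, samples with an RNA integrity number above a stated limit were used, and stranded mRNA libraries were prepared with an Illumina kit. The deposited table holds estimated counts per gene for each library, named raw counts by the authors, in 55103 rows of gene symbols. Of 853648 values above 0, only 4 were whole numbers, so the values came from a program that divides reads among transcripts or rescales them. The program, its version, the genome build, the annotation and the handling of strand are not stated per the labels' protocols or the file headers. Genes that share reads with near-identical copies or that overlap other genes therefore carry an added uncertainty. The design of the tests assumed whole-number counts; since the file held estimated counts, each value was rounded to a whole number before testing, which changed library totals by at most 0.00403%. No column was left without a sample. Of the row symbols, 49130 were found in a table of mouse gene names. No coordinates are given, because the build is not stated. Which genes neighbour each other was taken from the RefSeq gene table of assembly GRCm38.p6.

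Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 4 groups and its minimum count of 10, which left 20474 genes. Library sizes were scaled by trimmed mean of M values (TMM). One quasi-likelihood model (glmQLFit and glmQLFTest) with a coefficient per group was fitted to all 32 libraries, so that the groups shared 1 estimate of the spread. The model gave 5 contrasts: each beam against its own controls, the difference between these effects, the controls of both arms against each other, and the irradiated groups against each other. P-values were adjusted by the Benjamini-Hochberg method over all genes of a contrast, with a threshold of 0.05. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Expression per library is given as CPM, the count relative to the TMM-scaled library total, and log2 CPM was computed with a prior count of 2.

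Lists of genes were scored as the mean log2 CPM over their tested members. The 20 lists were p53 targets, type I interferon response, antigen presentation, mitosis, DNA replication, T cell, cytotoxic and NK cell, B and plasma cell, macrophage and monocyte, neutrophil, fibroblast and matrix, endothelial, epithelial, hypoxia, TGF-beta response, skeletal muscle, skin keratinocyte, adipocyte, pancreatic acinar and erythroid. They hold 310 genes, of which 308 were in the file and 266 were tested, and no gene is in more than 1 list. Each effect was tested by a two-sided exact permutation test over all 12870 splits of 16 libraries. The difference of the effects was tested by enumerating all 165636900 reassignments of beam labels within the irradiated and within the control libraries, after centring each arm. P-values were adjusted over the 20 lists of a contrast. The camera and fry tests of limma 3.58.1 were run as alternatives.

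For the carbon-ion and the photon effect, the text names the 3 genes with the highest and the 3 with the lowest log2 fold change among those with an adjusted p under 0.05, a mean log2 CPM of at least 2 and all 8 irradiated libraries on the same side of the control median. Of the other contrasts it names the 4 genes with the smallest adjusted p at the same mean expression, with equal values ordered by the unadjusted p. Predicted genes and genes without a settled name were passed over, and where no gene passed, the 2 with the smallest p are named. The p53 targets Cdkn1a, Mdm2, Ccng1, Phlda3 and Eda2r are always reported. Among the genes reported, AA467197, Tff1, Mapk4, Cbx7, Arhgef28, Focad, Ccdc3, Car5b, Dynlt1b, Atp6v0b and Eda2r overlap other annotated genes. Their counts carry the uncertainty given above. The groups, tests, gene lists, naming rule and alternatives were fixed before the data were examined, except for the skeletal muscle score as a covariate, which was added after seeing the data. The other alternatives were DESeq2 size factors and upper-quartile factors, 2 other filters on low counts, the Wald test of DESeq2 1.42.0, limma-voom with sample quality weights, 2 surrogate variables from sva 3.50.0, the title letter as a covariate, the libraries with M titles alone, models on the 16 libraries compared, a log2 fold change threshold of 1, other list scores and tests, and the omission of each library in turn.

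Library totals ranged from 13891863 to 71645903 counts. The scripts were tested on simulated counts drawn from the means and library sizes of these data. With 197 of 20233 genes changed by 2-fold in the carbon-ion group, 63.5% were recovered, 6 of the 131 calls were false, and no gene was called in the unchanged photon contrast. With a 4-fold change in 198 genes, 93.4% were recovered, and 11 of the 196 calls were false. The permutation tests of list scores were run on independent normal draws of equal spread, so unequal spreads of the groups were not simulated. The test within an arm gave p under 0.05 for 4% of 200 unchanged scores. The test of the difference of the effects gave it for 3.5%, and for 6.5% where an offset between the beams was added. Figures were drawn with matplotlib 3.10.9.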

Results

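Gene expression was measured by bulk RNA sequencing in 32 KPC36 tumours, with 8 libraries in each of 4 groups. Carbon ions are a form of particle radiation that deposits most of its energy at the end of its path, and photons are the usual form of radiotherapy. The totals ranged from 25983694 to 44819131 estimated counts in the carbon-ion controls, from 22777950 to 71645903 in the carbon-ion irradiated libraries, from 17954086 to 51288223 in the photon controls and from 13891863 to 48229979 in the photon-irradiated libraries. Of 55103 genes, 16784 were at 0 in every library. Among the 112 pairs of libraries within a group, the correlation of log2 CPM ranged from 0.953 to 0.985, and every pair differed by more than sampling noise, with a chi-square per gene of at least 19.5. Xist ranged from 1982 to 6772 CPM, and none of the 4 Y-linked genes examined exceeded a count of 4 in any library. The median within-group standard deviation of log2 CPM over genes was 0.290 in the carbon-ion controls, 0.391 in the carbon-ion irradiated libraries, 0.312 in the photon controls and 0.324 in the photon-irradiated libraries. The first 2 principal components held 18.5% and 14.2% of the variance.

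**Figure D1:**
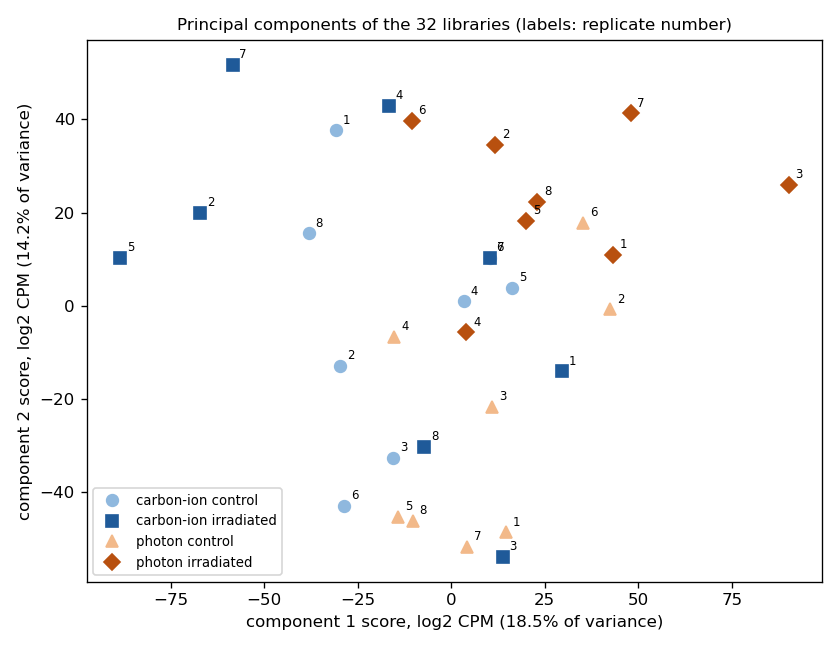
Scores of the 32 libraries on the first 2 principal components of log2 CPM, one point per library, with replicate numbers. The groups overlap: component 1 runs from -88.6 in carbon-ion irradiated replicate 5 to 90.1 in photon-irradiated replicate 3. On component 2 most photon controls have negative scores and most photon-irradiated libraries positive ones.

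The first comparison asked which genes changed after carbon ions, relative to the untreated controls of that arm. No gene had an adjusted p under 0.05 among the 20474 tested. The smallest adjusted p was 0.208, and 1177 genes had an unadjusted p under 0.05. Among the alternatives, the DESeq2 Wald test moved this count most, to 17 genes. The 2 genes with the smallest p were Xaf1 and AA467197, which did not pass the threshold. Xaf1 rose from 7.00 ± 1.37 CPM (SD, n = 8) in the controls to 15.8 ± 5.65 CPM (SD, n = 8), a log2 fold change of 1.17 with a standard error of 0.24 and an edgeR adjusted p of 0.208. AA467197, which overlaps 1 other annotated gene, rose from 4.84 ± 1.38 to 11.1 ± 5.09 CPM, with a log2 fold change of 1.20, a standard error of 0.26 and the same adjusted p. Both were above the control median in 8 of 8 irradiated libraries. Of the carbon-ion libraries, 4 controls and 3 irradiated have D titles and 4 controls and 5 irradiated have M titles. With the M-titled libraries alone, 0 genes passed and 1870 had an unadjusted p under 0.05.

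The photon effect was measured against the photon controls in the same way. In this contrast 781 genes passed the threshold, 351 higher and 430 lower after photons, and 195 of them changed more than 2-fold. The count depended on single libraries: it was 239 without photon control replicate 3 and 1656 without photon control replicate 2. The 3 highest of the 500 genes that met all criteria were Tff1, Igfbp2 and Mapk4. Tff1 rose from 4.75 ± 4.26 to 19.3 ± 15.2 CPM, with a log2 fold change of 2.01, a standard error of 0.51 and an adjusted p of 0.0253. It overlaps Gm15318, whose own log2 fold change was 1.54 with an adjusted p of 0.0930. Igfbp2 rose from 2.48 ± 1.67 to 8.97 ± 8.92 CPM, with a log2 fold change of 1.85, a standard error of 0.47 and an adjusted p of 0.0253. Mapk4 rose from 5.24 ± 1.48 to 13.0 ± 4.43 CPM, with a log2 fold change of 1.31, a standard error of 0.24 and an adjusted p of 0.00394. The 3 lowest were Lyve1 at a log2 fold change of -2.40 with a standard error of 0.64, Sfrp4 at -2.20 with 0.61 and Dio3 at -1.98 with 0.34, and their adjusted p values were 0.0310, 0.0377 and 0.00291. In the irradiated libraries Lyve1 lay at 2.17 ± 1.84 CPM and in the controls at 11.6 ± 9.47 CPM. Sfrp4 was at 5.33 ± 4.01 CPM after photons and at 24.5 ± 23.02 CPM in the controls, and Dio3 was at 2.80 ± 1.39 and 11.2 ± 4.68 CPM. All 6 genes had each of the 8 irradiated libraries on the same side of the control median. The carbon-ion controls and carbon-ion irradiated libraries had means of 3.34 and 3.52 CPM for Dio3 and 9.78 and 7.38 CPM for Sfrp4. In the same order, Tff1 was at 17.6 and 22.7 CPM and Igfbp2 at 13.2 and 7.38 CPM. At Dio3, Sfrp4, Tff1 and Igfbp2 these means thus lay nearer to the photon-irradiated than to the photon control mean. Mapk4, at 9.21 and 10.6 CPM, also lay nearer to the photon-irradiated mean, the carbon-ion controls only slightly so. Lyve1, at 7.21 and 6.15 CPM, lay near the middle between both photon groups. With a library left out in turn, Mapk4 and Dio3 passed in 16 of 16 fits, Igfbp2 in 13, Tff1 in 12, Sfrp4 in 7 and Lyve1 in 6. All photon libraries have M titles, and the title numbers of the photon controls and the photon-irradiated libraries do not overlap, so any effect of the order of collection cannot be told apart from the photon effect.

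Induction of p53 targets was followed through 5 genes chosen in advance. Cdkn1a rose from 32.4 ± 12.6 to 76.5 ± 41.3 CPM after carbon ions, a log2 fold change of 1.24 with a standard error of 0.29. After photons it rose from 29.8 ± 11.6 to 53.01 ± 13.2 CPM, a log2 fold change of 0.83 with a standard error of 0.29. Neither passed over all genes, with edgeR adjusted p values of 0.308 and 0.0913. Mdm2 changed by 0.17 on the log2 scale with a standard error of 0.06 after carbon ions and by 0.21 with 0.06 after photons, and its adjusted p values were 0.622 and 0.0552. Ccng1 changed by 0.31 with a standard error of 0.10 after carbon ions and by 0.01 with 0.10 after photons. The changes of Phlda3 were 0.12 with a standard error of 0.11 and -0.02 with 0.11, and those of Eda2r were 0.64 with 0.25 and -0.05 with 0.25. For none of the 5 genes did the difference between the beams pass, the smallest adjusted p being 0.367 for Ccng1.

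**Figure D2:**
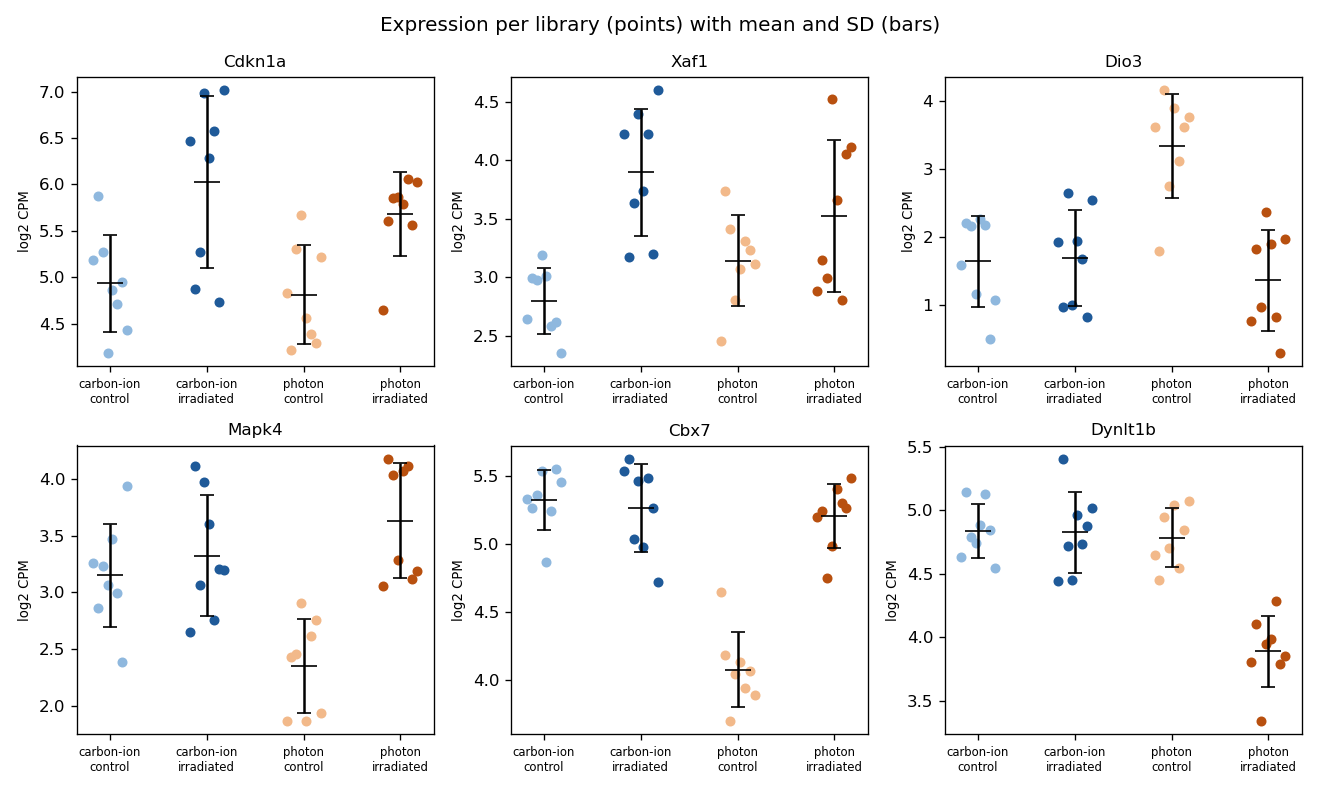
Log2 CPM of Cdkn1a, Xaf1, Dio3, Mapk4, Cbx7 and Dynlt1b in each group, with a point for each of 8 libraries and bars for mean and SD. Cbx7 has a mean of 17.1 CPM in the photon controls and at least 37.2 CPM in the other groups, and Dynlt1b has 14.97 CPM in the photon-irradiated group and at least 27.8 CPM in the others.

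Whether the beams differed in their effect was tested as the difference between both effects, each against its own controls. It passed for 16 genes, 7 with a higher change after carbon ions and 9 with a lower one. Of these genes, 15 were also past the threshold in the photon effect and 10 differed between the controls of both arms and 9 between the irradiated groups. The 4 genes with the smallest adjusted p were Cbx7, Arhgef28, Phka2 and Focad. Cbx7 was at 40.4 ± 5.68 CPM in the carbon-ion controls, 39.2 ± 8.27 CPM after carbon ions, 17.1 ± 3.61 CPM in the photon controls and 37.2 ± 5.70 CPM after photons. The difference of its log2 fold changes was -1.17 with a standard error of 0.18 and an adjusted p of 0.00664. Cbx7 overlaps Apobec3 in the annotation, whose own difference was -0.13 with an adjusted p of 0.618. For Arhgef28 the difference was -0.68 with a standard error of 0.12 and an adjusted p of 0.0119, for Phka2 -0.62 with 0.11 and 0.0165, and for Focad -0.54 with 0.10 and 0.0320. Focad overlaps Hacd4, whose own difference was 0.41 with an adjusted p of 0.375. The adjusted p of Focad was equal to that of 3 further genes with larger unadjusted p, Ctsc, Gsdme and Tnip3. Focad passed in 15 of the 32 fits that each left out 1 library, and the 3 others passed in all 32. With the M-titled libraries alone, 1 gene passed.

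The controls of both arms were compared to measure the background of any direct comparison of the beams. They differed at 1871 genes, 1050 higher and 821 lower in the carbon-ion controls. The 4 genes with the smallest adjusted p were Cbx7, Ccdc3, Afp and Car5b, each higher in 8 of 8 carbon-ion controls than the median of the photon controls. Their log2 fold changes were 1.24 with a standard error of 0.13 for Cbx7, 2.03 with 0.27 for Ccdc3, 1.58 with 0.22 for Afp and 1.02 with 0.15 for Car5b. The adjusted p values were 1.46e-06, 5.69e-05, 0.000137 and 0.000155. Ccdc3 was at 15.6 ± 4.37 CPM in the carbon-ion controls and 3.80 ± 1.06 CPM in the photon controls, Afp at 20.9 ± 5.99 and 6.97 ± 1.58 CPM, and Car5b at 46.4 ± 7.82 and 22.9 ± 5.396 CPM. With M-titled libraries alone, 973 genes differed.

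The irradiated groups differed directly at 1041 genes, 726 higher and 315 lower after carbon ions. This contrast holds the difference between the arms as well as that between the beams. Under upper-quartile scaling 1056 genes passed, 519 higher and 537 lower, so the balance of directions depended on the scaling. The count was 108 without photon-irradiated replicate 3 and 2159 without carbon-ion irradiated replicate 3. The 4 genes with the smallest adjusted p were Dynlt1b, Igsf8, Atp6v0b and Creg1, all higher after carbon ions in 8 of 8 libraries than the photon-irradiated median. Dynlt1b was at 28.9 ± 6.69 CPM after carbon ions and 14.97 ± 2.73 CPM after photons, a log2 fold change of 0.95 with a standard error of 0.13 and an adjusted p of 0.000466. It belongs to a cluster of near-identical copies, so the division of reads among them is uncertain. The log2 fold changes of Igsf8, Atp6v0b and Creg1 were 0.54, 0.52 and 0.71, with standard errors of 0.09, 0.09 and 0.13 and adjusted p values of 0.00806, 0.0130 and 0.0130. Creg1 was already at 38.9 ± 7.36 CPM in the carbon-ion and 25.8 ± 5.099 CPM in the photon controls. After irradiation it was at 44.2 and 26.99 CPM. In the same controls Igsf8 was at 75.5 ± 8.79 and 64.1 ± 6.66 CPM, and Atp6v0b at 76.1 ± 10.98 and 62.3 ± 4.32 CPM. Dynlt1b was alike there, at 28.8 and 27.8 CPM. Most of the difference in means for Creg1, and part of it for Igsf8 and Atp6v0b, was thus present without irradiation. With M-titled libraries alone, 1129 genes differed.

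Across genes, which are not independent replicates, the log2 fold changes of both beams had a Pearson correlation of 0.117 with a jackknife standard error over libraries of 0.243, and a Spearman correlation of -0.0016. Of the 781 genes past the threshold after photons, 438 (56.1%) had the same sign after carbon ions. No control library was shared between the effects.

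Gene list scores were compared by exact permutation tests. After carbon ions 2 of the 20 lists passed the threshold. The p53 targets rose by 0.26 in mean log2 CPM, from 4.77 ± 0.09 to 5.03 ± 0.15 (SD, n = 8), with an exact permutation p of 0.00186 and an adjusted p of 0.0311, and 8 of 8 irradiated libraries lay above the control median. The type I interferon response rose by 1.18, from 2.15 ± 0.37 to 3.33 ± 0.86, with p = 0.00311 by the same exact test and an adjusted p of 0.0311, and 7 of 8 libraries lay above. All 19 interferon genes tested had a positive log2 fold change; 0 passed over all genes and 19 when adjusted over the list alone. Of the 20 p53 targets, 0 passed over all genes and 7 when adjusted over the list alone. The p53 list also passed under fry and under camera with an estimated correlation, with adjusted p values of 0.00576 and 0.00672, and the interferon list passed under neither, with 0.0885 in each. Each of both lists passed in 11 of the 16 tests that each left out 1 library, with adjusted p values up to 0.0684, as for example without carbon-ion control replicate 1. Within the M-titled libraries the p53 difference was 0.32 (exact permutation p = 0.0159) and the interferon difference 1.25 (p = 0.0556, the same exact test), both unadjusted. Within the D-titled libraries they were 0.18 (exact permutation p = 0.200) and 1.06 (p = 0.0286, the same exact test), where 35 splits are possible. With M-titled libraries alone 0 lists passed after adjustment and 2 had an unadjusted p under 0.05. The hypoxia list rose by 0.54 with an unadjusted exact permutation p of 0.0286 and an adjusted p of 0.191.

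After photons 3 lists passed. The p53 targets rose by 0.21, with an exact permutation p of 0.00482 and an adjusted p of 0.0321, and 6 of 8 irradiated libraries lay above the control median. The T cell list fell by 0.71 and the neutrophil list by 0.78, each below the control median in 8 of 8 libraries, with exact permutation p values of 0.00373 and 0.00342 and an adjusted p of 0.0321. The T cell mean was 0.07 in the photon controls, -0.65 after photons and -0.54 in the carbon-ion controls. The carbon-ion less the photon controls gave -0.60 for it (exact permutation p = 0.0350, adjusted p = 0.117) and -0.06 for the neutrophil list. A high level in the photon controls thus stays open for the T cell fall. The p53 mean was 4.60 in the photon controls, 4.80 after photons and 4.77 in the carbon-ion controls. For it the carbon-ion less the photon controls gave 0.17 (exact permutation p = 0.00233, adjusted p = 0.0389). A low level in the photon controls thus stays open for the p53 rise. The p53 list passed in 7 of the 16 tests that each left out 1 library, and the T cell and neutrophil lists in 8. No list passed without photon control replicate 1. All 3 lists also passed under fry and none under camera with an estimated correlation. Over all genes 1 p53 target, 3 T cell genes and 3 neutrophil genes passed, and adjusted over the list alone 7, 12 and 5. The skeletal muscle list fell by 3.21, with an exact permutation p of 0.0266 and an adjusted p of 0.0959. The fibroblast and matrix, antigen presentation and endothelial lists fell by 0.41, 0.40 and 0.38, with the same adjusted p of 0.0959. The interferon list rose by 0.67 with an exact permutation p of 0.0987 and an adjusted p of 0.171. All 19 of its genes had a positive log2 fold change after photons too; 2 passed over all genes and 11 when adjusted over the list alone. The hypoxia list rose by 0.47, with an exact permutation p of 0.111 and an adjusted p of 0.171, and as after carbon ions 7 of 8 irradiated libraries lay above the control median.

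The difference of the effects passed for 1 list. The neutrophil score changed by 0.25 after carbon ions, with 5 of 9 genes higher, and by -0.78 after photons, with 9 of 9 lower, and the difference of 1.03 had a permutation p of 0.000368 and an adjusted p of 0.00735. It passed in all 32 tests that left out 1 library, with adjusted p values up to 0.0153. The adjusted p was 0.0150 under fry and 0.157 under camera with an estimated correlation. Of its 9 genes, 0 passed over all genes and 5 when adjusted over the list alone. With M-titled libraries alone the difference was 0.94, with an unadjusted permutation p of 0.00543, and no list passed after adjustment. The differences for the p53 targets and the interferon response were 0.05 and 0.50, with adjusted permutation p values of 0.783 and 0.492. The T cell difference was 0.78, with an adjusted p of 0.177, and the hypoxia difference 0.07, with an adjusted p of 0.920.

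**Figure D3:**
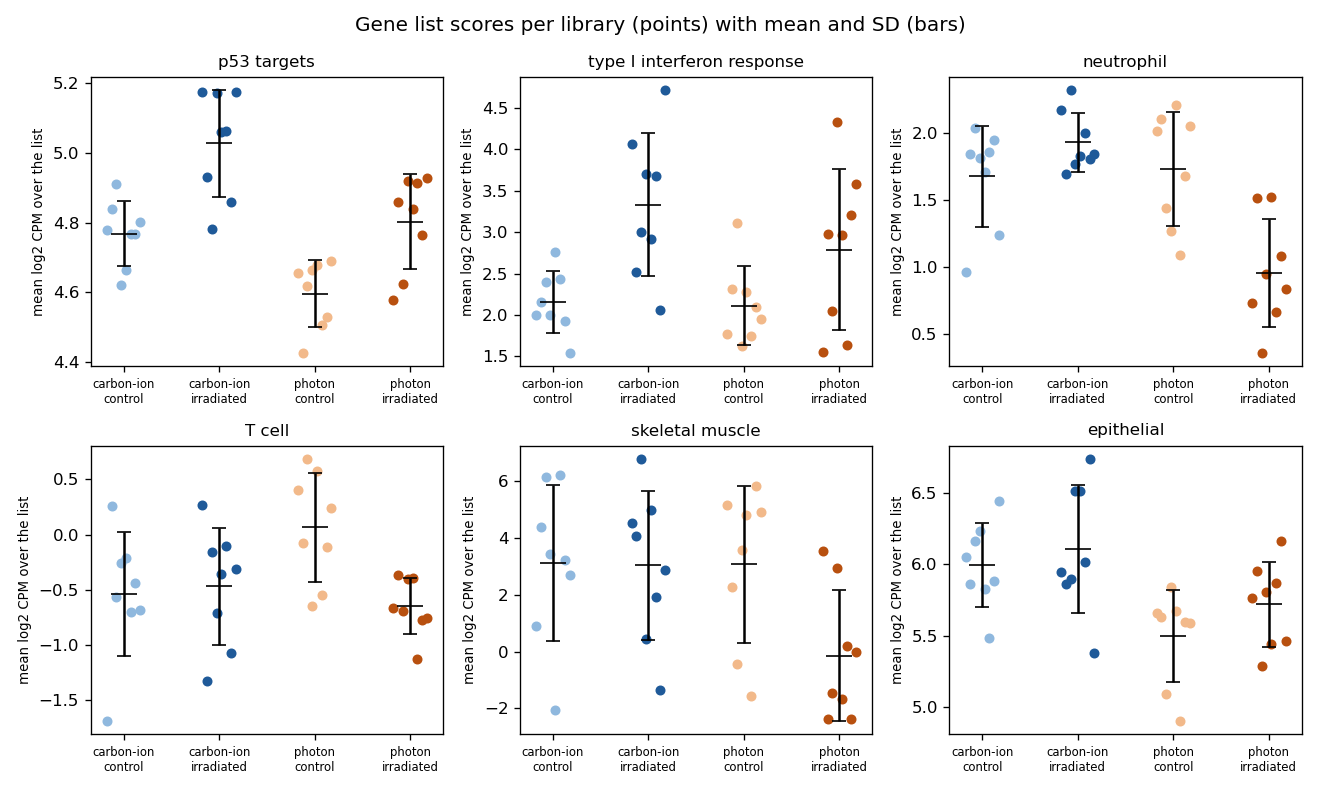
Mean log2 CPM over the genes of 6 lists in each group, with a point for each of 8 libraries and bars for mean and SD. The neutrophil score is 1.93 after carbon ions and 0.96 after photons, and the skeletal muscle score spans from -2.38 to 6.80 over the 32 libraries.

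The other lists did not pass in any of these contrasts. After carbon ions and photons respectively, the mitosis score changed by -0.17 and -0.54, DNA replication by -0.11 and -0.34, cytotoxic and NK cell by 0.15 and 0.00, B and plasma cell by -0.01 and -0.29, and macrophage and monocyte by 0.17 and -0.43. The epithelial score changed by 0.11 and 0.22, TGF-beta response by 0.18 and -0.09, skin keratinocyte by -0.13 and -0.11, adipocyte by -0.82 and -0.99, pancreatic acinar by 0.04 and -0.25, and erythroid by -0.23 and -0.49. Between the controls of both arms 2 lists differed by the exact permutation test: the p53 targets were 0.17 and the epithelial list 0.50 higher in the carbon-ion controls, with an adjusted p of 0.0389 for each. The camera test with a preset correlation called 8 lists after carbon ions, 12 after photons and 10 for the difference. Of these calls, 1, 8 and 1 also held under fry, and 1, 0 and 0 under camera with an estimated correlation.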

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

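The tests of GC content, depth, spread, skeletal muscle, title letters, neighbouring genes and the position of the carbon-ion controls were set down after the counts of changed genes had been seen and before the tests themselves were run; the muscle scores had been seen as well. Those of transcript length, standard errors, widened spread, shuffled muscle scores, raised and lowered genes apart, and chromosome-scale shifts as a whole cause were chosen only after the result was seen. The ratio that stands for the spread, the reading of the muscle test and the number of thinnings were also changed after first values were seen, as given at each.

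The difference between the carbon-ion and photon effects was past the threshold at 16 genes, and 3 of 100 splits of the samples gave as many, the real one included. Among genes with a known sequence this count was 15, and it fell to 8 after a correction of each library for transcript GC content and was 13 after one for GC content and transcript length. Over 5 thinnings to the smallest total it was 18 to 66. GC content therefore stays open for part of these genes. The number of genes for the photon effect was reached by 1 of 100 splits, the real one, and the same held for the contrast of the controls (1 of 100) and of the irradiated groups (1 of 100). The highest count of the other splits was 2 for the photon effect and 9 for the controls. For the irradiated groups it was 898, close to their real 1041, so that contrast is less secure. For the carbon-ion effect all 100 of 100 splits gave as many, since the real one gave 0 genes (1177 at an unadjusted p under 0.05). Its other splits gave up to 687 genes, with a median of 0. For Cbx7, Arhgef28, Phka2 and Focad, the differences of the effects were -1.17, -0.68, -0.62 and -0.54. In these 4 genes the photon controls had the lowest mean of the 4 groups, and all 4 also differed between the controls of both arms. Between the irradiated groups Arhgef28 passed, at -0.31 with an edgeR adjusted p of 0.0329. Cbx7, Phka2 and Focad did not, at 0.07, -0.13 and -0.18, with edgeR adjusted p values of 0.748, 0.279 and 0.121. Between the controls they differed by 1.24, 0.48 and 0.36. For Cbx7, Phka2 and Focad the difference thus lies mainly in the photon controls, and for Arhgef28 in both photon groups. Of the 7 genes with a positive difference, 5 did not pass between the controls and did pass between the irradiated groups. These were Gm49980, Cebpe, Ctsc, Cnbd2 and Dynlt1b, looked at after their values were seen, with edgeR adjusted p values of 0.335, 0.369, 0.107, 0.0558 and 0.853 between the controls. For them no difference of the controls was detected, which does not exclude a smaller one.

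More genes passed after photons than after carbon ions. With every library thinned to the smallest total, the photon count was 728 to 943 over 5 thinnings, with a median of 763, against 0 for carbon ions. A single thinning had been run first and was replaced because its count varied with the draw. A correction of each library for transcript GC content left 663 genes, and one for GC content and transcript length left 873, of 783 among the genes with a known sequence. The spread of the carbon-ion libraries was 1.06 times that of the photon libraries as the ratio of the median pooled standard deviations, and 1.13 times as the median of the ratios per gene. These lie on either side of the 1.1 set before the test was run. The ratio per gene was computed first and would have met that limit; the ratio of medians, closer to the wording of the test, took its place after the first value was seen, so the test of spread is undecided. In the fit behind the counts of 781 and 0, all groups shared one estimate of the spread. The standard errors of both effects were therefore alike by design, with a median ratio of 0.998 (carbon ions over photons). This ratio cannot show whether unequal spread moved these counts. In models of each arm alone, which estimate their spread apart, 0 genes passed for carbon ions (995 at an unadjusted p under 0.05) and 852 for photons. Widening every standard error by 1.13 in a model of the photon libraries alone left 85 genes. That fit gave 840 genes before the widening, which is not the same as the 852 above. The wider spread is thus not the whole cause of the contrast between such models.

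What the tables leave open is the control group. At 61.7% of the 781 genes the mean of the carbon-ion controls lay nearer to the photon-irradiated than to the photon control mean. When 4 photon controls were held out and put in the place of the carbon-ion controls, the share was 24.2% in the median and 58.5% at most over 20 draws. For the genes raised after photons the share was 79.2%, above the held-out maximum of 54.7%. For the lowered genes it was 47.4%, within the held-out maximum of 60.6%, so that share decides nothing. A candidate explanation is that the photon controls stand apart from the other tumours at many of the raised genes. The same may hold for single lowered genes, such as Dio3 and Sfrp4, and less so for Lyve1. An effect of photons themselves on the raised or lowered genes remains untested against this explanation.

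Skeletal muscle carried along with the tumour was weighed too, since the muscle score fell after photons. Acta1, the most abundant gene of the list, had a mean of 287 CPM in the photon controls and 32.1 CPM in the photon-irradiated libraries, and ranged from 0.201 to 1247 CPM over all libraries. With the score as a covariate the photon count was 248 of 781, a fall of more than 1.5 times, which had been set before the fit as the sign of muscle as the cause. That reading was withdrawn only after a further test had been added. Scores shuffled among the libraries of a group left 308.5 genes in the median, and 6 of 20 shuffles left as few as the real score, so a loss of power from the group difference in the score and muscle content cannot be told apart here. The median absolute correlation with the score within groups was 0.132 for the photon-changed genes and 0.117 for all tested genes. Of the photon-changed genes, 62.4% had the direction that less muscle would give, which leaves the question open. Of the 15 muscle genes, none is in another list and 2 reached 1 CPM in the library with the lowest score. In the contrast of the controls the muscle scores were alike, and with the covariate 1845 genes still differed there, against 1871.

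The neutrophil list score changed differently after both beams, with a difference of 1.03 in mean log2 CPM. Of its 9 genes, none is in another list and 5 reached 1 CPM in the library with the lowest score, the others being below that there. Its most abundant gene, Csf3r, had means of 23.2 CPM in the photon controls and 13.4 CPM after photons, and of 16.9997 ± 2.70 CPM (SD, n = 8) in the carbon-ion controls and 15.8 ± 4.10 CPM after carbon ions. The next most abundant genes, Cxcr2 and S100a8, also had lower means after carbon ions, at 6.26 ± 1.35 against 6.78 ± 1.72 CPM and 7.75 ± 3.70 against 9.06 ± 4.66 CPM. The rise of the score by 0.25 after carbon ions was thus not seen in these 3 genes, and it did not pass by itself (adjusted exact permutation p = 0.514). All 9 genes fell after photons, and 5 of 9 rose after carbon ions. A change of the cells present and a change of expression within them were not tested apart, and an effect of the beam stays open as well.

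Single libraries stood apart from the other 7 of their group in 8 of 180 groups of values, while chance gives about 9. The total of carbon-ion irradiated replicate 7 was 71645903 counts, with the others of that group at 41885717 or less. Photon control replicate 3 had the highest endothelial score of its group, 5.91, and the highest type I interferon score, 3.11. Photon-irradiated replicate 5 had an endothelial score of 5.69 against at most 5.01 in the others. On the log2 CPM scale, Cbx7 was lowest in carbon-ion control replicate 5 at 4.86, Cdkn1a in photon-irradiated replicate 1 at 4.65, Igsf8 in photon-irradiated replicate 3 at 5.38 and Mdm2 in photon control replicate 7 at 5.48. No explanation was tested for these libraries, and their number does not exceed chance.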

How the results depend on the processing

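No paired analysis was possible because the replicate numbers only follow the order of deposition.

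The carbon-ion effect stayed at 0 genes under every alternative on all its libraries but the DESeq2 Wald test, with 973 to 2672 genes at an unadjusted p under 0.05, and at 0 to 5 genes across the 16 fits that each left out one library, with 5 genes without carbon-ion irradiated replicate 2. The DESeq2 Wald test called 17. DESeq2 size factors changed no count of genes by more than 1.5 times.

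For the photon effect, counts ranged from 239 to 1656 genes across the 16 fits that each left out one library (without photon control replicate 3 and replicate 2). The DESeq2 Wald test gave 1518 genes, limma-voom with quality weights 3057, no filter 431, 2 surrogate variables 43, the muscle score as a covariate 248 (chosen after seeing the data), and a log2 fold change over 1 gave 195. Under upper-quartile factors 566 were higher and 394 lower, against 351 and 430.

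For the difference of the effects, the 32 such fits gave 5 to 108 genes, the lowest without carbon-ion control replicate 8 and the highest without photon control replicate 2. Upper-quartile factors gave 94 (22 higher, 72 lower), the DESeq2 Wald test 270, limma-voom 379, the stricter filter 46, no filter 4, surrogate variables 28 (7 higher, 21 lower), M titles alone 1, the muscle score 7 and a log2 fold change over 1 gave 6.

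For the controls the range was 1178 to 2180 genes, lowest without photon control replicate 3 and highest without carbon-ion control replicate 5. Limma-voom gave 3165 genes, the title letter as a covariate 1081, M titles alone 973 and a log2 fold change over 1 gave 374.

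For the irradiated groups the range was 108 to 2159 genes, without photon-irradiated replicate 3 and without carbon-ion irradiated replicate 3. The DESeq2 Wald test gave 2018, limma-voom 104, no filter 319, surrogate variables 35, the title letter 502, the 16 libraries alone 57, the muscle score 3 and a log2 fold change over 1 gave 164. The low counts without a filter come with more genes tested, 38319, and those of M titles alone with fewer libraries. Muscle scores shuffled within groups left 3 to 2519 genes between the irradiated groups, and 2 of 20 shuffles left as few as the real score. For the other alternatives the cause was not tested.

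Counts of lists after carbon ions were 8 under camera with a preset correlation, 1 with an estimated one, 1 under fry and 0 with M titles alone, and 0 to 2 across the 16 tests without one library, with 0 without carbon-ion control replicate 1. After photons they were 12, 0 and 9 in the same order and 5 with the muscle score, and 0 to 5 without one library, with 0 without photon control replicate 1 and 5 without photon control replicate 6. For the difference they were 10, 0 and 1, 0 with M titles alone, and 1 in each of the 32 tests without one library. Other list scores, another prior count and DESeq2 size factors moved no count by more than 1.5 times.

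The correlation of the effects ranged from 0.021 to 0.234 over the 32 fits without one library, and was 0.104 under DESeq2 and 0.0719 for genes with a mean log2 CPM of at least 4. Under surrogate variables, Phlda3 changed by 0.11 and Eda2r by 0.56 after photons, and the differences of Mdm2 and Phlda3 were 0.0122 and -0.0375, each with the opposite sign. With z-scores the endothelial list changed by -0.0157 after carbon ions and the cytotoxic and NK cell list by -0.0485 after photons, also with the opposite sign. None of these 6 passed a threshold in either setting. Among the other gene values, 7 became weaker and 8 stronger, and 112 gene and 118 list values kept their direction and side of the threshold.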

Other observations

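The neighbour test below was set down after the counts of changed genes and before its own result was seen, as a mean product of fold changes; the rank correlation was used in its place, at a spacing of 20 genes so that adjacent gene families do not enter. The comparison with every set of 4 carbon-ion controls replaced random sets, whose median had varied with the draw. The tests by chromosome, with and without centring, of the share of tumour cells, of transcript length and of a whole cause were chosen only after the result was seen.

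Genes that lie near each other on a chromosome differed together between the controls of both arms. The rank correlation of log2 fold changes of genes 20 places apart was 0.101 over 17382 genes, and 0 of 1000 shuffles of the gene order gave as much. The mean product of fold changes was reached by 0 of 1000 shuffles for the controls, 1 for the photon effect and 40 for the carbon-ion effect. The correlation was 0.0524 for the photon effect (0 of 1000 shuffles) and 0.0196 for the carbon-ion effect (4 of 1000 shuffles). It was 0.0329 between the irradiated groups and 0.0574 for the difference of the effects (0 of 1000 shuffles each). The mean product was reached there by 16 and 0 of 1000 shuffles. After a trend on GC content and transcript length was taken out, the correlation was 0.0964 for the controls and 0.0449 for the photon effect, each above all 1000 shuffles, and 0.0104 for the carbon-ion effect, which 86 of 1000 shuffles reached. Between the irradiated groups it was then 0.0311 and for the difference of the effects 0.0510, each above all 1000 shuffles.

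With libraries as replicates, the mean deviation over each of 20 chromosomes was compared by exact permutation tests. Of the 20 chromosomes, 10 differed between the controls, 9 changed after photons and 0 after carbon ions (0 also unadjusted), 7 passed for the difference of the effects and 5 between the irradiated groups. Part of this was an offset of whole libraries: 16 of 20 chromosomes were lower after photons, 8 of the 9 that passed among them, and 19 of 20 were higher in the carbon-ion than in the photon-irradiated group, all 5 that passed among them. With each library taken relative to the median of its 20 chromosomes, 14 differed between the controls (8 higher, 6 lower), 13 changed after photons (7 higher, 6 lower), 10 passed for the difference of the effects, 0 after carbon ions (0 unadjusted) and 0 between the irradiated groups (6 unadjusted). The 5 chromosomes between the irradiated groups are thus not read as shifts of single chromosomes, apart from chromosome X, which stays open. With the centring it still differed by 0.10, with an unadjusted exact permutation p of 0.00404 and an adjusted p of 0.0808.

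Without the centring, genes on chromosome X were 0.24 higher in the carbon-ion controls on the log2 scale, those on chromosome 5 were 0.14 higher and those on chromosome 14 were lower, by -0.20, each with an adjusted exact permutation p of 0.000777. Among genes past the threshold in this contrast, 203 on chromosome X were higher and 12 lower, and on chromosome 14 only 2 were higher and 91 lower. On chromosome 5 the mean deviation was -0.10 ± 0.04 (SD, n = 8) in the photon controls, 0.02 ± 0.02 after photons, and 0.04 in both carbon-ion groups. On chromosome 9 it was 0.12 ± 0.06 in the photon controls, -0.06 ± 0.06 after photons and -0.01 and -0.04 in the carbon-ion groups. On chromosome X both photon groups were low, at -0.13 ± 0.08 in the controls and -0.06 ± 0.09 after photons, against 0.10 ± 0.08 and 0.09 ± 0.03 in the carbon-ion groups.

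A candidate explanation is a difference in chromosome copy number between the tumour cells of the arms or of the photon controls, as might arise when batches of a cell line are implanted at different times. The neighbour correlation of 0.101 is in line with it. With a running median over neighbouring genes taken out of each library, 1188 genes still differed between the controls, against 1913 before. After photons 493 genes still changed, against 884. Shifts shared by many neighbouring genes thus do not account for everything. Since the step removes only such shared shifts, it cannot exclude copy number as the whole cause. The same step on shuffled gene orders left at least 1977 and 956 genes.

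A different share of tumour cells among host cells could also shift whole chromosomes. The epithelial score less the fibroblast and matrix score was 0.97 higher in the carbon-ion than in the photon controls (exact permutation p = 0.00233, 8 libraries each) and rose by 0.63 after photons (p = 0.0140, the same exact test). With the slope on this score within groups taken out, 10 chromosomes still differed between the controls, and chromosome X by 0.27 and chromosome 5 by 0.17, each with an adjusted exact permutation p of 0.000777. These 10 are not the set from before: chromosomes 12 and 14 no longer passed, and 4 and 10 did. Chromosome 14 then differed by -0.09, with an adjusted p of 0.0723 in the same exact test. The chromosomes changed after photons fell from 9 to 5, those for the difference of the effects went from 7 to 6, and the carbon-ion effect stayed at 0 (1 unadjusted). Between the irradiated groups 14 passed, against 5 before, and all 14 were higher, which is again in part an offset of whole libraries. With the centring, the slope changed less: 12 of 20 chromosomes differed between the controls, 11 of them among the 14 before, and 11 changed after photons, 10 of them among the 13 before. Chromosome 14 then differed by -0.12 between the controls, against -0.19, and chromosome 5 changed by 0.18 after photons with and without the slope. The share of tumour cells may account for part of the shifts, as on chromosome 14, and is not their whole cause. Between the irradiated groups 3 chromosomes passed with the centring and the slope, against 0 with the centring alone. Chromosome X was among them, at 0.10 with an adjusted exact permutation p of 0.0321.

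Technical trends did not remove the difference of the controls, since 1376 genes passed after correction for GC content, against 1826 before, and 1408 after correction for GC content and transcript length. Nor did the title letter: the 4 M-titled carbon-ion controls gave 758 genes against the photon controls, the 4 D-titled ones gave 355, and the 68 sets of 4 that mix the letters gave 10 to 1580, with a median of 571. DNA was not measured here, the numbers in the titles of the photon groups do not overlap, and a batch of mice, cells or libraries, or a day of collection, that follows the groups remains open. The M-titled carbon-ion controls have title numbers from 7 to 35, partly within the 19 to 48 of the photon controls. The meaning of the numbers is not stated, so this neither shows nor excludes such a batch.

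Dynlt1b and Gm49980 were low in the photon-irradiated libraries alone, and Gm49980 was singled out after its values were seen. Gm49980 was at 0.714 ± 0.371 CPM after photons, 3.43 ± 0.753 CPM in the photon controls, 2.63 ± 0.604 CPM in the carbon-ion controls and 2.33 ± 0.720 CPM after carbon ions. Of the other copies of the Dynlt1 cluster, Dynlt1a changed by -0.58 after photons with an adjusted p of 0.0202, and Dynlt1c by -0.11 and Dynlt1f by -0.28 with adjusted p values of 0.791 and 0.266. No explanation was tested.

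The interferon scores of the carbon-ion irradiated libraries, replicates 1 to 8, were 4.06, 2.52, 3.01, 3.70, 2.92, 3.68, 2.07 and 4.71, and those of the carbon-ion controls lay between 1.54 and 2.76. The photon-irradiated scores, in the same order, were 1.55, 2.98, 2.05, 4.32, 2.96, 1.64, 3.21 and 3.58. The spread within both irradiated groups was wide, and whether it follows the day of collection, 4 or 7, was not analysed here. Chil4, also singled out after its values were seen, ranged from 0.146 to 134.9 CPM after carbon ions and did not exceed 2.45 CPM in the other groups.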
